# Identification of key genes and pathways in syphilis combined with diabetes: a bioinformatics study

**DOI:** 10.1186/s13568-020-01009-3

**Published:** 2020-04-27

**Authors:** Wei Li, Chunyi Luo, Xiaoping Xie, Yongjian Xiao, Feijun Zhao, Jialun Cai, Xiangping Zhou, Tiebing Zeng, Bo Fu, Yimou Wu, Xinhua Xiao, Shuangquan Liu

**Keywords:** *Treponema pallidum*, Syphilis, Diabetes mellitus, Bioinformatics

## Abstract

We noticed that syphilis patients seem to be more susceptible to diabetes and the lesions often involve the kidneys, but the pathogenesis is not yet completely understood. In this study, microarray analysis was performed to investigate the dysregulated expressed genes (DEGs) in rabbit model of syphilis combined with diabetes. A total of 1045 genes were identified to be significantly differentially expressed, among which 571 were up-regulated and 474 were down-regulated (≥ 2.0fold, p < 0.05). Using the database visualization and integration discovery for the Kyoto Encyclopedia of Gene and Genome (KEGG) pathway enrichment analysis. The downregulated DEGs were significantly enriched for biosynthesis of antibiotics, carbon metabolism and protein digestion, while the upregulated DEGs were mainly enriched for cancer and PI3K-Akt signaling pathway. Molecular Complex Detection (MCODE) plugins were used to visualize protein–protein interaction (PPI) network of DEGs and Screening for hub genes and gene modules. ALB, FN1, CASP3, MMP9, IL8, CTGF, STAT3, IGF1, VCAM-1 and HGF were filtrated as the hub genes according to the degree of connectivity from the PPI network. To the best of our knowledge, this study is the first to comprehensively identify the expression patterns of dysregulated genes in syphilis combined with diabetes, providing a basis for revealing the underlying pathogenesis of syphilis combined with diabetes and exploring the goals of therapeutic intervention.

## Introduction

Diabetes mellitus (DM) is a chronic metabolic disease characterized by either absolute and/or relative deficiency of insulin production or action or both. Cardiovascular and cerebrovascular diseases, renal failure, retinal and nerve damage are common complications of DM. After cardiovascular disease and cancer, DM has become the third non-communicable disease (Punthakee et al. 2018). Syphilis is a chronic, systemic sexually transmitted disease caused by infection with *Treponema pallidum* spp. *pallidum* (*T. pallidum*) that remains a public health problem, with an estimated 12 million new cases per year worldwide (Zhang et al. 2014; Luo et al. 2017). The clinical manifestations of syphilis are diverse, and advanced syphilis can lead to a wide range of syndromes. The inability to independently culture and genetically manipulates *Treponema pallidum* has hindered our understanding of the molecular mechanisms of the pathogenesis of syphilis.

Since syphilis can be cured by antibiotics, the issue of the association between syphilis and DM has rarely been discussed since the 1940s. Although some reports point to the relationship between syphilis and DM, no definitive conclusions have been given (Ortigosa et al. 2016; Comassi et al. 2016; Li et al. 2015). However, recent studies have shown that the prevalence of DM is significantly higher in the individual with neurosyphilis than in the general population. 57.8% of patients with neurosyphilis were diagnosed with DM at the same time, and 80% of patients were diagnosed with DM within 5 years after diagnosis of neurosyphilis (Yang et al. 2014). Another recent retrospective study also reported that 0.8% of DM patients in Spain had syphilis-positive serological results (Esparza-Martin et al. 2013). But the underlying mechanism of this connection remains to be further studied. At present, with the widespread application and development of sequencing, bioinformatics analysis has great advantages in understanding the pathophysiology of syphilis with diabetes on the basis of genetics. In order to understand the pathogenesis of syphilis combined with DM involving the kidney, we performed gene microarray to analyze the expression profiles of genes in the syphilis combined with DM. KEGG and PPI network analysis were performed to predict potential signaling pathways and molecular mechanism of DEGs, provided new evidence to comprehend the potential mechanisms and found therapeutic targets. The workflow of the detailed analysis is illustrated in Fig. 1.

**Fig. 1:**
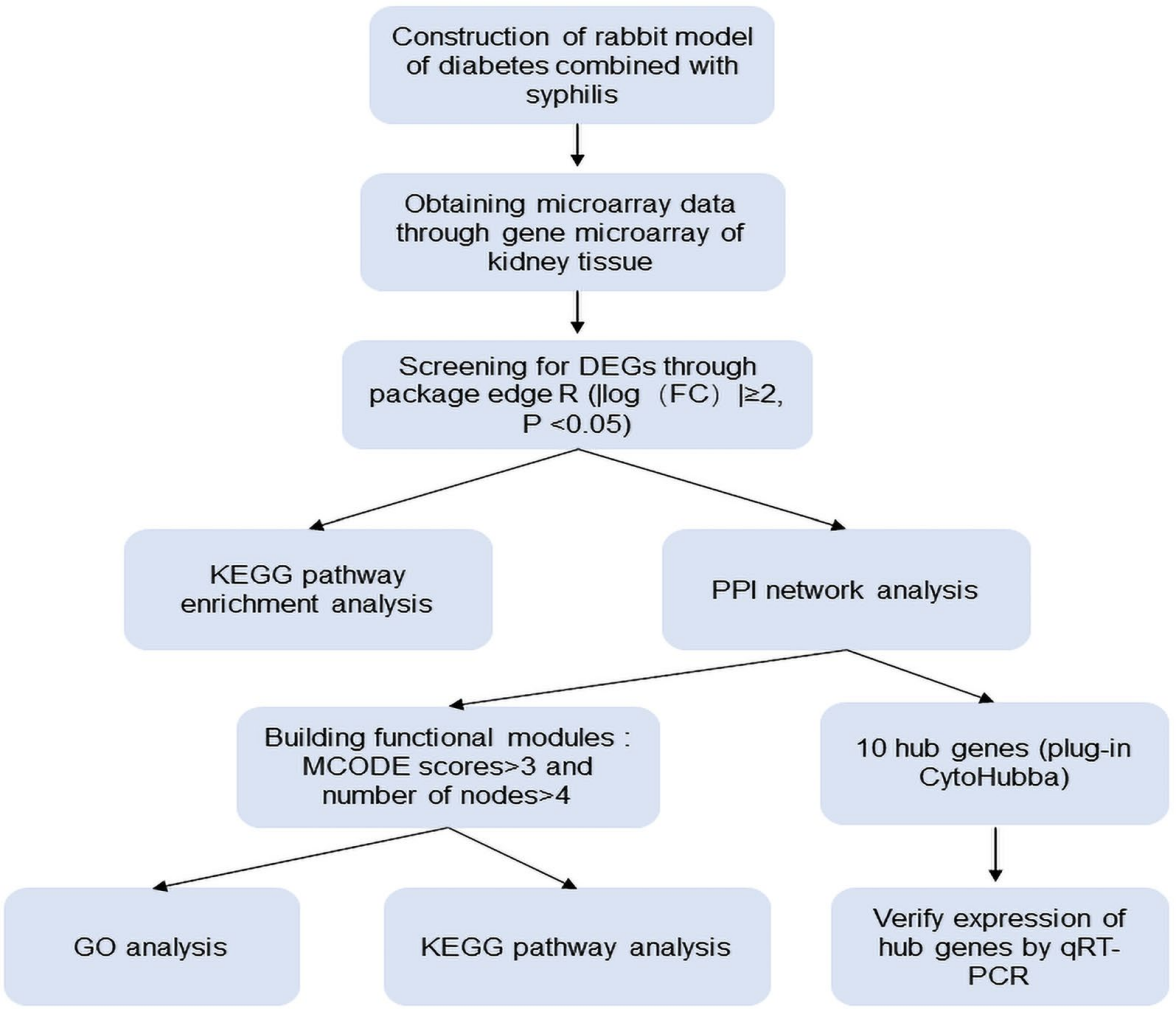
Flowchart for the analysis process

## Materials and methods

### Ethics statement

All animal protocols were approved by the Committee on the Ethics of Animal Experiments of University of South China (Hengyang, China) (permit no.2015-001) and were performed strictly with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health.

### Animal preparation and grouping

29 New Zealand male rabbits (2.00 ± 0.35 kg) were derived from the Experimental Animal Center of University of South China with negative *T. pallidum* particle agglutination tests (TPPA) and rapid plasma reagin test (RPR) and normal blood glucose. After 1 week of adaptive feeding, the animals were randomly assigned to two groups, normal control group (Group C, n = 3) and syphilis combined with DM group (Group H, n = 3). *T.pallidum* Nichols strain was provided by the Department of Clinical Laboratory, Zhongshan Hospital, Xiamen University.

### Construction of animal models

After fasting for 12–16 h, 100 mg of alloxan per kg body weight was dissolved in 0.9% physiological saline to prepare a 5% concentration solution, which was injected through the rabbit ear vein. Control animals received equal amount of physiological saline instead. When fasting blood glucose of the rabbits were above 16.0 mmol/L for more than 1 week, 0.5 ml of 1∙10^7^*T. pallidum* Nichols/mL bacterial suspension was injected into the testis on both sides of the rabbit for construct *T.pallidum* infection model and observe the changes of testicular morphology. Syphilis combined with DM rabbit model was considered successful constructed successfully when both the reactive RPR and TPPA tests were positive. The explicit method can be seen in the previous report (Liu et al. 2015).

### Gene microarray

Total RNA was obtained from rabbit kidney tissue used TRIzol reagent (Invitrogen, USA). After quantifying and assessing RNA integrity, total RNA from each sample was amplified and transcribed into fluorescent cRNA. The labeled cRNA were hybridized to the microarray (4 × 44 K, Agilent Technologies) and the arrays were scanned with an Agilent Scanner (part number G2505C). The acquired array images were analyzed using Agilent feature extraction software (version 11.0.1.1).

### KEGG pathway enrichment analysis

KEGG (http://www.genome.jp/kegg/) is a database of gene function analyses characterized by linking gene lists obtained from fully sequenced genomes with higher levels of systemic function. In order to analyze the DEGs at the functional level, KEGG pathway analysis were performed with DAVID online tool (https://david.ncifcrf.gov/) (Yang et al. 2019a). *p *< 0.05 was considered statistically significant.

### PPI network construction and modular analysis

To identify the interactive relationships among the target genes, we mapped the target genes to the STRING database (V11.0; http://string-db.org/), and only the interactions with a combined score > 0.4 were selected as significant (Chen et al. 2018). Then, Cytoscape software (V3.7.1; http://cytoscape.org/) was used for constructing PPI network (Shannon et al. 2003). According the degree of importance, we screen some significant modules from the modules of PPI network in Cytoscape for further analysis with the plug-in MCODE (Yang et al. 2019b). The main role of MCODE is to cluster and build functional modules in large gene or protein networks and the criteria were set as follows: MCODE scores > 3 and number of nodes > 4 (Liang et al. 2016). GO analysis (http://www.geneontology.org/) was applied to elucidate genetic regulatory networks of three module according to the biological process. KEGG pathway analysis were performed to explore the significant pathways. The top 10 hub genes were selected according to the MCC method using the plug-in CytoHubba.

### RT-qPCR

Total RNA was obtained from rabbit kidney tissue using TRIzol Reagent (Invitrogen, USA). Reverse transcription and amplification were performed by Transcriptor First Strand cDNA Synthesis Kit and SYBR Green I Master (Roche, Germany) according to the manufacturer’s instructions. And primers were designed using primer design software Primer 5.0 (Table 1). PCR amplification was carried out using real-time PCR amplification instrument under the following conditions: 95 °C, 10 min; 40 PCR cycles (95 °C, 10 s; 60 °C, 60 s; 95 °C, 15 s).

**Table 1:** Primer sequences used for RT-qPCR polymerase chain reaction

Genes	Primer (5′ → 3′)
*ALB*	5′-ACAGAGACTCAAGTGTGCCAGT-3′
	5′-GCAAGGTCCGCCCTGTCATC-3′
*FN1*	5′-CAGTGGCATCGAGACAGACAGTG-3′
	5′-AGTGGCATCAAGGGAAGAGGACTC-3′
*CASP3*	5′-CAGTGGCATCGAGACAGACAGTG-3′
	5′-AGTGGCATCAAGGGAAGAGGACTC-3′
*MMP9*	5′-AAGACGCAGACGGTGGATTC-3′
	5′-ACTCACACGCCAGAAGAAGC-3′
*IL8*	5′-TGGCTGTGGCTCTCTTGG-3′
	5′-ATTTGGGATGGAAAGGTGTG-3′
*CTGF*	5′-CTTCCCGAGGAGGGTCAAAC-3′
	5′-GTGGTCCTTGGGCTCATCAC-3′
*STAT3*	5′-GTATAGCCGCTTCCTGCAAGAGTC-3′
	5′-CATCTGCTGCTTCTCCGTCACC-3′
*IGF1*	5′-GCATCCTGTCCTCCTCGCAT-3′
	5′-GTCTTGGGCATGTCGGTGTG-3′
*VCAM*-*1*	5′-TTCCAGCGAGGGTCTACCAGTTC-3′
	5′-CCTTCACTTGTCACCTTCCCACTC-3′
*HGF*	5′-ATTCCTTGTCAGCGTTGGGATTCC-3′
	5′-GTGGGCATCATCGTCGGGATTC-3′
*β*-*actin*	5′-CGTCTTCCCCTCCATCGTG-3′
	5′-GGATGCCTCTCTTGCTCTGG-3′

### Statistical analysis

All data in this study were expressed as mean ± SEM, and the student’s t test were used to evaluate the statistical differences. All experimental data were statistically analyzed using SPSS statistical software (V11.0). *p* < 0.05 were examined statistically significant.

## Results

### Overall differential gene expression profiles

The gene expression levels of syphilis combined with DM compared to the normal rabbits was evaluated by microarray analysis. 

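Kidney RNA of 3 normal control rabbits (Group C) and 3 rabbits with syphilis combined with DM (Group H) was labelled with 1 dye and hybridized to 6 arrays, 1 for each rabbit. The controls are numbered here 1 to 3 and the Group H samples 4 to 6. The sample labels call 1 of the controls control and the others normal, and all 3 were taken as Group C. Each array carries 45220 spots, of which 43803 are not control spots and measure 43603 probes. The authors deposited the intensity that Feature Extraction gave each spot after subtraction of the background, without normalization between arrays. They also deposited log2 values of the same probes, whose sorted values are nearly the same on the 6 arrays, and how these were normalized is not given in the sources used here. Across probes, the correlation of these values with the log2 scanner intensities was 0.992 to 0.998 on the 6 arrays.
For the comparison of the groups, each scanner intensity was taken as log2 and the 75th percentile of its array was subtracted. A probe was tested if it was well above background on at least 3 of the 6 arrays, whatever their group, which left 29597 probes of 16310 genes. A gene was counted by its brightest probe. The groups were compared with limma, and p was adjusted by the Benjamini-Hochberg method over the probes tested. Of the probes tested, 2569 could be given 1 of 1052 gene symbols, from a later annotation of the rabbit transcripts or from Table S1, and the rest were counted by their transcript.
The number of probes well above background was 22942 on control 1, 31146 on control 2, 23947 on control 3, and 31712, 29401 and 29145 on the 3 Group H arrays. The median intensity of the negative control spots was 75 on control 1, 87 on control 3, 34 on control 2, and between 40 and 43 on the Group H arrays. Controls 1 and 3 share a slide that was scanned on the first day. Control 2, from another slide, and the 3 Group H arrays, from the third slide, were scanned on the second day. The slide is therefore confounded with the group for Group H, whereas the scan day holds both groups on the second day, with 1 control. With 3 arrays for each group, the number of arrays limits the precision of each value, and an exact permutation test of a single gene cannot give a p below 0.1.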

We identified 1045 DEGs altogether (Additional file 1), of which 571 and 474 were upregulated and downregulated respectively in syphilis combined with DM (fold change > 2.0, p < 0.05) (Fig. 2a). 

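At a fold change above 2 and an unadjusted p under 0.05, 5405 of the genes tested were DEGs, of which 3688 were higher and 1717 lower in Group H. After adjustment, 5222 genes were past both thresholds, with 3533 higher and 1689 lower, or 32.0% of the genes tested. Among the other ways of processing the intensities, background correction by normexp moved the count most and gave 2122 genes after adjustment, with 1112 higher and 1010 lower. It adds an offset of 50, against median intensities of 27.6 to 41.1 after subtraction of the background on the 6 arrays. The offset shrinks the folds of dim probes by construction, so that fewer of them pass a fold of 2. Of the 5222 genes, 2030 (38.9%) were past both thresholds in the same direction with that correction. The threshold of 2 on the log2 scale drawn in Fig. 1 left 1649 genes, with 1306 higher and 343 lower. With the scan day as a block, in which the group effect is the difference of Group H from control 2, there were 3729 genes, and 3316 of the 5222 (63.5%) kept their call and direction. Control 2 is matched exactly by this fit, so its p rests on the spread between arrays of 1 slide and holds none between slides. No test within the second day alone was made, since it holds 1 control. With each array left out in turn, the adjusted count stayed between 4510 and 5999. The median log2 fold change of all genes was 0.20, and it was 0.08 after quantile normalization, which gave 4488 genes after adjustment.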

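The genes tested were ranked by their mean signal over the 6 arrays and divided into 3 groups of equal size. Of the 5437 dimmest genes, 2357 were DEGs by limma at an adjusted p under 0.05, or 43.4%, and 86.7% of these were higher in Group H. The genes of middle signal held 1422 DEGs (26.2%), of which 68.9% were higher. Among the brightest genes 1443 were DEGs (26.5%), and 35.3% of these were higher. The median log2 fold change fell from 0.76 in the dimmest genes to 0.17 in the middle and -0.21 in the brightest. In the dimmest genes, Group H lay a median of 0.98 above controls 1 and 3 on the log2 scale and 0.31 above control 2, which was scanned with it.

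**Figure D1:**
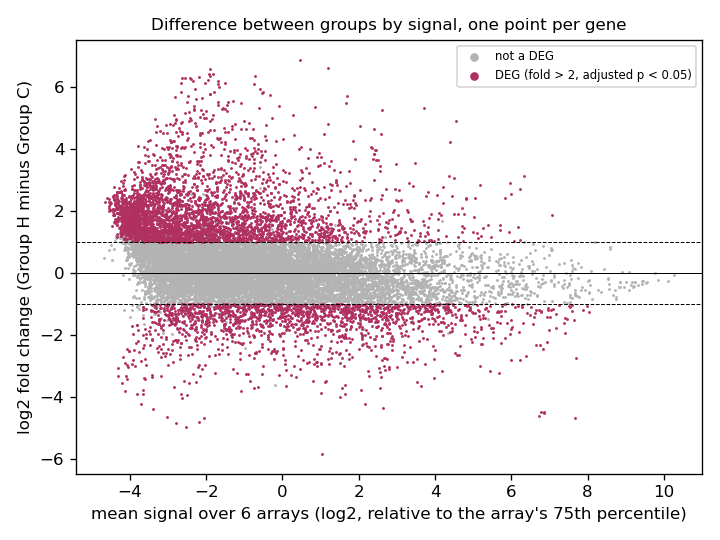
Log2 fold change (Group H minus Group C) of each gene tested against its mean signal over the 6 arrays (log2, relative to the array's 75th percentile), 1 point for each gene, with DEGs at an adjusted p under 0.05 in colour. The DEGs lie mostly above 0 at low signal and mostly below 0 at high signal.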

The variation of visualizing differential expression between the syphilis combined with DM and normal rabbits were shown with volcano plots (Fig. 2b). 

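Of the genes listed in Table S1, some are given here, with signals in log2 relative to the percentile of the array. The fibrinogen gene FGG (ENSOCUT00000011250) was at -2.97 ± 0.30 (SD, n = 3) in Group C and 3.91 ± 0.66 (SD, n = 3) in Group H. Its log2 fold change was 6.88 (standard error 0.34, adjusted p = 7.77e-05 from limma), and 2 of the 3 controls were well above background. ASIP (ENSOCUT00000011137) rose by 5.75 on the log2 scale (standard error 0.32, adjusted p = 9.61e-05), with every array well above background. Of its other 5 probes, on NM_001122939, 3 were well above background on no array, 1 on 1 Group H array, and 1 on the 3 Group H arrays and no control (at least 1.21-fold higher). SPP1 (NM_001082194) rose by 4.21 (standard error 1.16, adjusted p = 0.0210), with signals that spread widely within each group, 2.28 ± 1.71 (SD, n = 3) in Group C and 6.50 ± 1.90 (SD, n = 3) in Group H. Its adjusted p was 0.0836 with the methods' t-test. ECT2 (ENSOCUT00000009488) had a log2 fold change of -3.50 (standard error 0.18, adjusted p = 7.77e-05), with 1 of the 3 Group H arrays well above background.
All 30 probes of Table S1 changed in the direction listed there, 25 higher and 5 lower in Group H. The log2 fold changes were 4.07 to 6.88 for the higher probes and -4.65 to -3.50 for the lower ones, and the highest adjusted p was that of SPP1. Of these probes, 7 were well above background on all 6 arrays and 14 on 1 or 2 arrays of the dimmer group. The other 9 were above background on no array of that group, so that their fold is a lower bound, taken against the lowest signal called well above background on each array or the probe's own signal, whichever is higher. These bounds run from at least 6.23-fold for PPP1R12B to at least 16.1-fold for CHRNB1. DIO1 was at least 8.99-fold lower and NAALAD2 at least 8.46-fold lower in Group H. With the scan day as a block, TMEM236 had an adjusted p of 0.0597 and MMP1 of 0.0619, both in the listed direction. For KLF5, SLC14A2, TMEM236 and MMP1 the listed probe is not the brightest of the gene. The brightest probes gave 4.22 for KLF5, whose 7 probes ran from 0.97 to 5.51, 4.78 for SLC14A2 and -3.11 for TMEM236, and 0.36 for MMP1 (adjusted p = 0.385).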

The top 30 most significantly differentially expressed genes are shown in Additional file 2: Table S1.

**Fig. 2:**
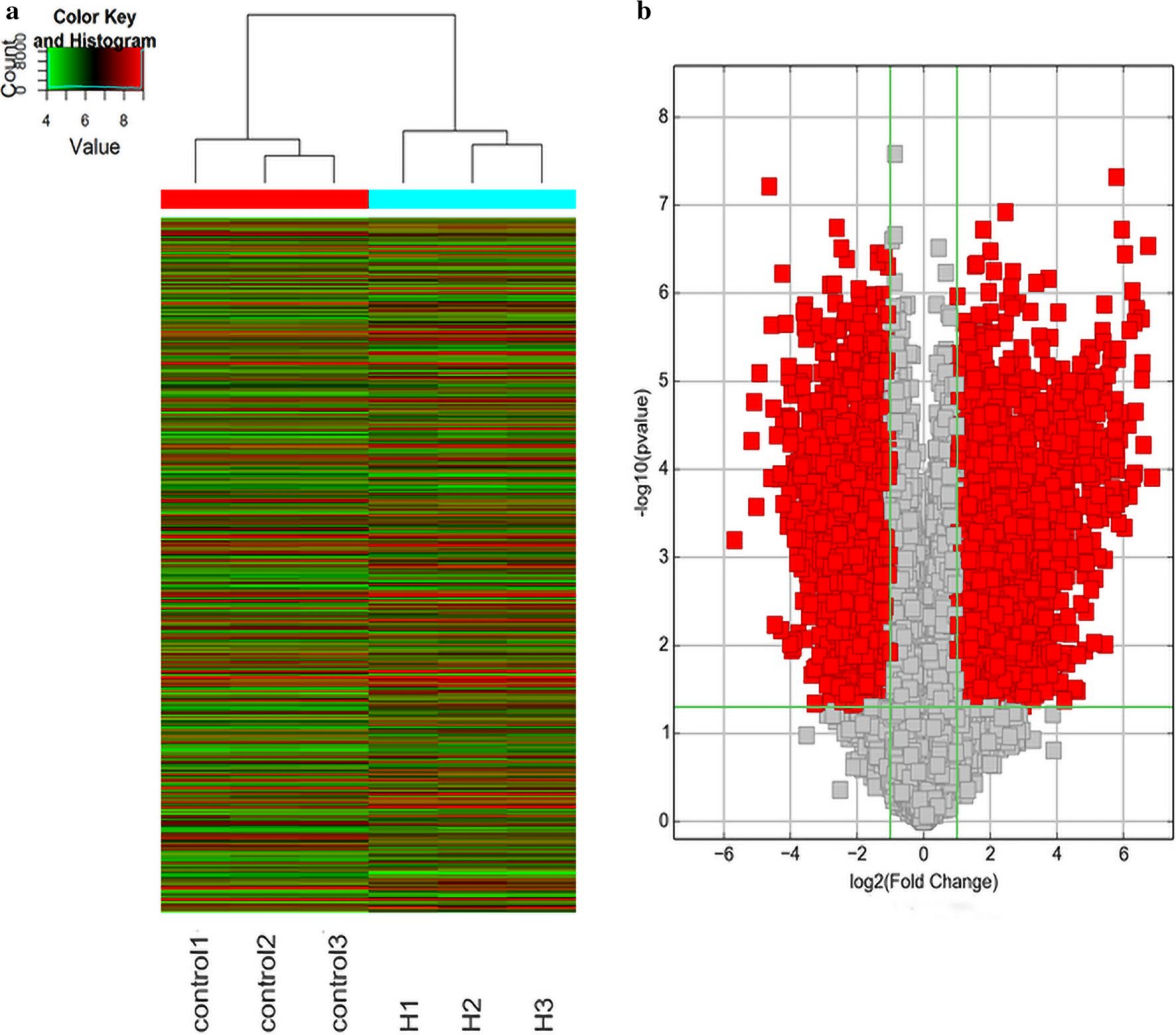
The heat map of the differentially expressed gene and the volcano plot of visualizing differential expression variation between syphilis combined with diabetes and controls. **a** The data are depicted as a data matrix, in which red represents high relative expression and green represents low relative expression. **b** The vertical lines correspond to 2.0-fold up and down, respectively, and the horizontal line represents a p-value of 0.05. Red point in the plot represents the DEGs with statistical significance

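Over the 29597 probes tested, Pearson's r between arrays was 0.980 to 0.993 within Group C and 0.958 to 0.984 within Group H, and 0.864 to 0.910 for the 9 pairs of arrays from different groups. These correlations are across probes of a pair of arrays, and probes are not independent replicates. Hierarchical clustering (average linkage on 1 minus r) joined controls 1 and 3 first, at a height of 0.00730, and control 2 joined them at 0.0191. The Group H arrays joined at 0.0156 and 0.0290, and the groups met last, at 0.110. Control 2, which was scanned with Group H, thus lay with the other controls. The lowest r within a group exceeded the highest r between groups by 0.0479, and by 0.0287 when all probes were used without the filter. Between 25.2% and 40.7% of probes differed by more than 1 on the log2 scale in pairs from different groups, against 2.00% to 10.5% within Group C and 2.49% to 10.3% within Group H.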

### KEGG pathway analysis

To further investigate the functional information of DEGs, we performed a KEGG pathway enrichment analysis. The enriched KEGG pathways for the up-regulated target genes involved pathways in cancer, PI3K-Akt signaling pathway, focal adhesion, regulation of actin cytoskeleton, proteoglycans in cancer, cAMP signaling pathway, Epstein-Barr virus infection and calcium signaling pathway (Fig. 3a). 

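Because pathway databases were not used here, a list of member genes was written from general knowledge for several of the pathways named, before the array values were seen but with Table S1 and Fig. 5b known. The lists are not those of KEGG. Each list with at least 5 measured genes was tested with camera from limma, with a preset correlation of 0.01 between genes, against the 1052 genes with a symbol. In all, 20 lists were tested and p was adjusted over them. Of the PI3K-Akt list, 11 genes were measured and 9 were higher in Group H, with a median log2 fold change of 1.41 (adjusted p = 0.0494). Its median was 0.48 with 3 genes that are above background in no array of a group set at their lower bounds. FGF5 rose most in it, by 5.52, with 1 of 3 controls well above background, and ITGB1 fell by 0.68. In this list 9 genes had an adjusted p under 0.05, and 9 also when adjusted over the list alone. The call was lost under the strict filter for probes well above background on all 6 arrays, which moved it most among the alternative ways of processing (adjusted p = 0.369). Of the 4 lists with an adjusted p under 0.05, all 4 kept it under fry, and none kept it when camera estimated the correlation from the data. Fry tests each list on its own and called 15 of the 20 lists, so a call kept under it says little.
The focal adhesion list (11 genes) had a median of 0.53 (adjusted p = 0.322), with 7 genes past an adjusted p of 0.05 and 8 when adjusted over the list alone. The list for regulation of the actin cytoskeleton (9 genes) had a median of -0.44 but a mean of 0.71, and camera gave the direction as up (adjusted p = 0.947). All 9 of its genes were past an adjusted p of 0.05, 9 also when adjusted over the list alone, and TIAM1 rose most, by 4.80, with 1 of 3 controls well above background. The calcium signaling list (17 genes) had a median of 0.04 (adjusted p = 0.947), with 11 genes past the threshold, 6 higher and 5 lower, and 13 when adjusted over the list alone. Some of these genes were picked by the study from the same arrays, so these counts are not independent of Table S1 or of Fig. 4. Here and in the other lists, the counts take no threshold on the fold, unlike the DEGs. They also do not compare a list with other genes, so a high count alone does not show that a list changed more than others.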

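Among the metabolic lists, that of arachidonic acid metabolism (12 genes measured) had a median log2 fold change of -1.31 (adjusted p = 0.0494 from camera). All 12 genes were past an adjusted p of 0.05, 12 also when adjusted over the list alone, with 9 lower and 3 higher in Group H. CYP4A5 had the lowest value, -3.23, and PTGS1 the highest, 2.36. The adjusted p of this list was 0.0758 after quantile normalization and 0.0812 with the scan day as a block. For carbon metabolism (19 genes) the median was -0.66 (adjusted p = 0.0622), and 11 genes passed, 11 also when adjusted over the list alone. GLDC was the lowest of them at -3.92, with 1 of 3 Group H arrays well above background. Protein digestion and absorption (16 genes) had a median of -1.15 (adjusted p = 0.0704), with 13 genes past the threshold, 9 of them lower, and 13 when adjusted over the list alone. SLC1A1 fell by 3.88 and SLC15A1 rose by 2.01. The carbon metabolism and protein digestion lists were each at an adjusted p of 0.0348 without the filter on dim probes. Retinol metabolism (10 genes) had a median of -1.47 (adjusted p = 0.134), with 9 genes past the threshold and 9 when adjusted over the list alone. In chemical carcinogenesis (9 genes) the median was -1.01 (adjusted p = 0.137), and 8 genes passed, 8 also when adjusted over the list alone, with CYP2C at -3.11 and CYP3A6 at 2.58. The peroxisome list (5 genes) had a median of -1.40 (adjusted p = 0.269), and 3 genes passed, 3 also when adjusted over the list alone. Of the 10 genes measured for retinol metabolism 8 are also in another list, as are 6 of the 9 for chemical carcinogenesis and 7 of the 12 for arachidonic acid metabolism, so these lists are not independent.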

For the down-regulated functional genes, the enriched KEGG pathways included biosynthesis of antibiotics, carbon metabolism, protein digestion and absorption, chemical carcinogenesis, biosynthesis of antibiotics, retinol metabolism, peroxisome and arachidonic acid metabolism (Fig. 3b).

**Fig. 3:**
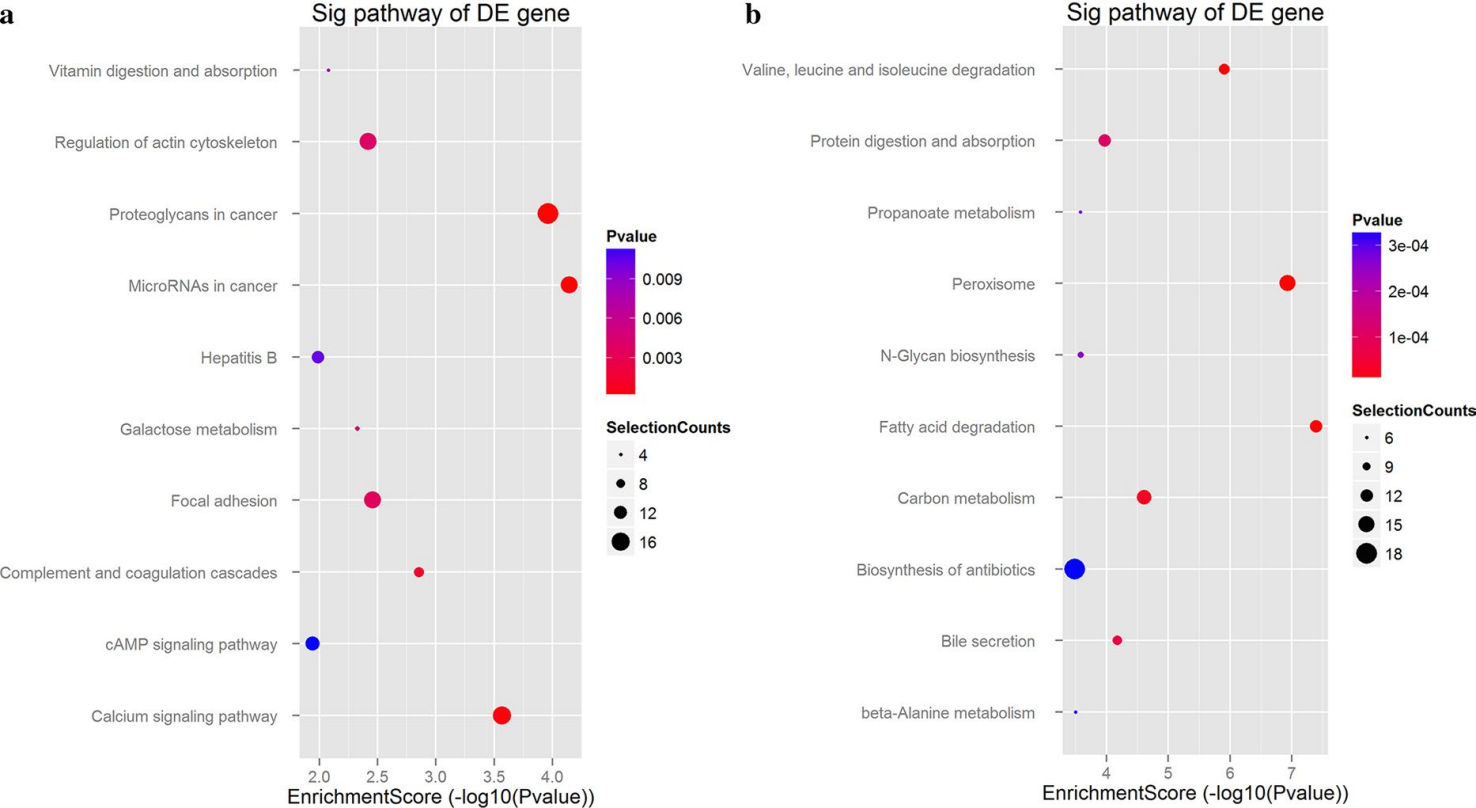
KEGG pathway analysis of the DEGs in syphilis combined with diabetes. **a** For target genes of up-regulated gene. **b** For target genes of down-regulated gene

### Hub genes and pathways identification with PPI network and modular analysis

Based on STRING database, plug-ins MCODE was used to carry out module analysis in Cytoscape software. We chose top 3 significant modules from the PPI network complex according to the degree of importance and further analyzed with the plug-in MCODE. PPI network of Module 1 consisted of 71 edges and 15 nodes that was constructed by Cytoscape software (Fig. 4a). 

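Of the 15 genes drawn in Module 1, 9 had a probe with a symbol that was tested, and 8 of these changed in the direction of the colour drawn. Of the 8, 6 had an adjusted p under 0.05 from limma and a fold change above 2. The gene that went against its colour was EDN1, drawn as ET-1 and higher, with a log2 fold change of -0.56 (standard error 0.20, adjusted p = 0.0488). Its signal was 1.71 ± 0.26 (SD, n = 3) in Group C and 1.15 ± 0.25 (SD, n = 3) in Group H, and its adjusted p was 0.146 after quantile normalization. The tally describes genes read from the drawing, which the study chose on these arrays, and no test of the module was made.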

GO biological processes analysis results showed that the genes of Module 1 were significantly enriched in regulation of signal transduction, regulation of signaling receptor activity, regulation of molecular function and regulation of cellular process (Fig. 4b). 

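Among the genes shown for the AGE-RAGE pathway in Fig. 4c and f, EDN1, IL1B, IL8 and VCAM-1 had a tested probe with a symbol, and EGR1 and STAT3 had none. IL1B (NM_001082201) had a signal of -2.54 ± 0.09 (SD, n = 3) in Group C and -2.93 ± 0.62 (SD, n = 3) in Group H. Its log2 fold change was -0.39 (standard error 0.30, adjusted p = 0.311 from limma), a difference within the spread between the Group H arrays. The other probes of IL1B gave -0.88 and -0.33. The brightest probe was well above background on 2 of 3 Group H arrays, and its direction turned to 0.14 with normexp background correction. When only probes well above background on all 6 arrays were used, IL1B was counted by the probe at -0.88 (adjusted p = 0.00759).
A list of AGE-RAGE genes written in the same way as the other pathway lists had 17 measured genes, a median log2 fold change of -0.11 and a mean of 0.07, and camera gave its direction as down (adjusted p = 0.999). In it, 9 genes were past an adjusted p of 0.05, 6 higher and 3 lower in Group H, and 7 when adjusted over the list alone. SELE, above background on no control, was at least 1.41-fold higher (adjusted p = 0.000406).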

KEGG pathway analysis revealed that genes in module 1 were primarily associated with Pathways in cancer, PI3K-Akt signaling pathway, MAPK signaling pathway, Malaria and AGE-RAGE signaling pathway in diabetic complications (Fig. 4c). GO biological processes analysis showed that Module 2 consisted of 110 edges and 24 nodes (Fig. 4d), which are mainly associated with cellular process, macromolecule metabolic process, nitrogen compound metabolic process and protein metabolic process (Fig. 4e), and that Module 3 consisted of 37 nodes and 90 edges (Fig. 4g), which are mainly associated with metabolic process, oxidation–reduction process, cellular process and microtubule-based process (Fig. 4h). 

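In Module 2, 11 of the 24 genes drawn were measured and 10 changed in the direction of the colour drawn. All 10 had an adjusted p under 0.05 from limma, and 8 of them also a fold change above 2. The 8 include APOA1, which was well above background on no control. It was at least 1.44-fold higher, so a fold above 2 is not shown for it. ACTB, drawn as higher, had a log2 fold change of -0.57 (adjusted p = 0.0183), and its other probes gave -0.47 and -0.32. The gene encodes β-actin, for which Table 1 also lists primers. In Module 3, 16 of the 37 genes drawn were measured. All 16 changed in the direction of the colour drawn with an adjusted p under 0.05, 13 of them with a fold change above 2. The 13 include ARG1, which was also well above background on no control. Its brightest probe was at least 1.22-fold higher, so a fold above 2 is not shown for it either. Over the 3 modules, 34 of 36 measured genes followed the colour drawn, and 33 of 36 did so with the scan day as a block.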

KEGG pathway enrichment analysis indicated that the genes of Module 2 are mainly associated with Pathways in cancer, Prostate cancer, Kaposi’s sarcoma-associated herpesvirus infection and AGE-RAGE signaling pathway in diabetic complications (Fig. 4f), and that the genes of Module 3 are mainly associated with Retinol metabolism, Steroid hormone biosynthesis, Metabolic pathways and Tight junction (Fig. 4i).

**Fig. 4:**
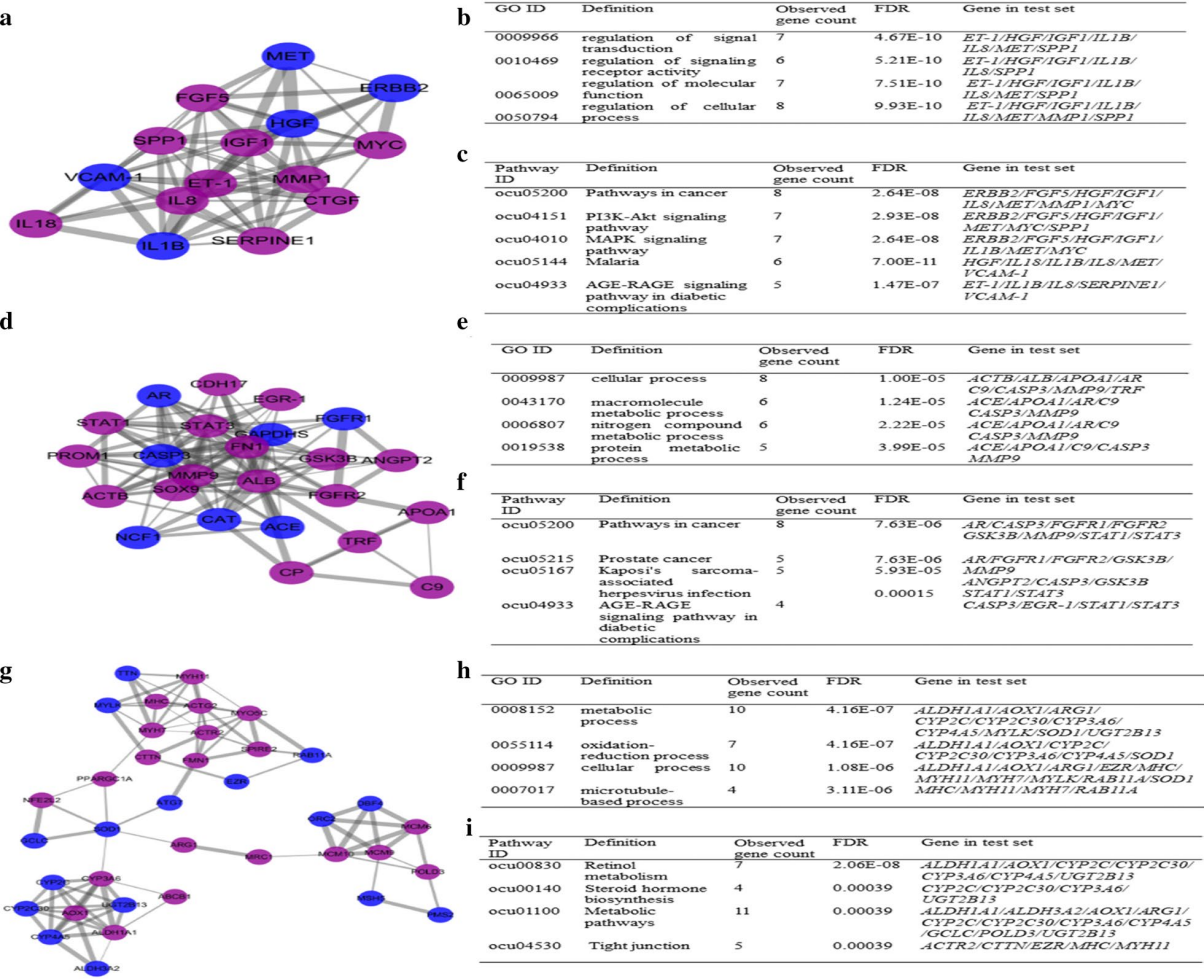
Module analysis of PPI network. **a** module 1; **b** module 2; **g** module 3; Purple represents high relative expression and blue represents low relative expression. GO enrichment analysis of module 1, module 2, and module 3 for **b**, **e** and **h** respectively. The ontology mainly covered the first few important biological processes; KEGG pathway analysis of module 1, module 2, and module 3 for **c**, **f** and **i** respectively

### Validation of the top 10 hub genes

ALB, FN1, CASP3, MMP9, IL8, CTGF, STAT3, IGF1, VCAM-1 and HGF were identified as the top 10 potential hub genes according to the degree score generated by the cytohubba plug-in (Fig. 5a). Gene expression levels were verified using qRT-PCR and compared with Microarray data. The data showed that compared with the control group, the expression levels of CASP3, VCAM-1 and HGF were down-regulated in patients with syphilis and diabetes, while ALB, FN1, MMP9, IL8, CTGF, STAT3 and IGF1 were up-regulated (Fig. 5b). The results are similar to the Microarray data suggesting that the Microarray data is reliable.

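The array values of 5 of the 10 hub genes are given here. ALB (NM_001082344) had a signal of -4.12 ± 0.47 (SD, n = 3) in Group C and -2.37 ± 0.49 (SD, n = 3) in Group H. Its log2 fold change was 1.76 (standard error 0.33, adjusted p = 0.00487 from limma), with 1 of 3 controls well above background, and 1.25 (adjusted p = 0.0618) with the scan day as a block. MMP9 (NM_001082203) was at 4.18 ± 0.38 (SD, n = 3) and 5.04 ± 0.21 (SD, n = 3), a rise of 0.85 (standard error 0.23, adjusted p = 0.0190). Its fold change of 1.81 is below the threshold for a DEG, and its adjusted p was 0.191 with the scan day as a block. IL8 (CXCL8, NM_001082293) rose from 0.84 ± 0.62 (SD, n = 3) to 2.92 ± 0.34 (SD, n = 3), or by 2.08 (standard error 0.34, adjusted p = 0.00298), and its probes gave 0.73 to 2.87. IGF1 (NM_001082026) rose from -4.20 ± 0.22 (SD, n = 3) to -2.79 ± 0.18 (SD, n = 3), or by 1.41 (standard error 0.17, adjusted p = 0.000995), with 1 of 3 controls well above background and 1.41 to 2.02 over its 5 probes. VCAM-1 (NM_001082152) fell from 0.33 ± 0.19 (SD, n = 3) to -1.20 ± 0.36 (SD, n = 3), a log2 fold change of -1.52 (standard error 0.21, adjusted p = 0.00173), and its 5 probes gave -1.52 to 0.13. For each of these 5 genes every Group H array lay on the same side of every control (exact permutation p = 0.1, the smallest that 3 arrays against 3 allow). All 5 changed in the direction stated for them. None of the 3 HGF probes was well above background on enough arrays to be tested. FN1, CTGF and STAT3 had no probe with that symbol. The qRT-PCR values were not analysed here. From the likeness of the qRT-PCR results to the microarray data, the paper proposes that the microarray data are reliable.

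**Figure D2:**
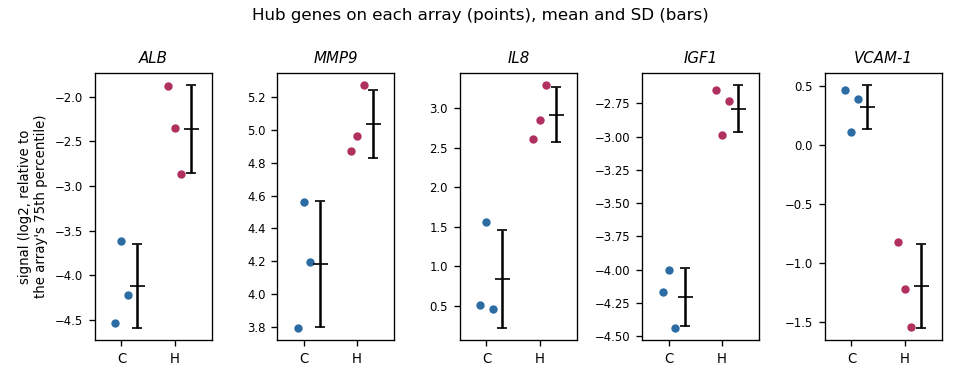
Signal of 5 hub genes on each array (log2, relative to the array's 75th percentile) in Group C (C) and Group H (H), with the mean and SD of each group as bars, and a vertical scale of its own for each gene. VCAM-1 lies lower on every Group H array than on every control, and ALB, MMP9, IL8 and IGF1 lie higher.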

**Fig. 5:**
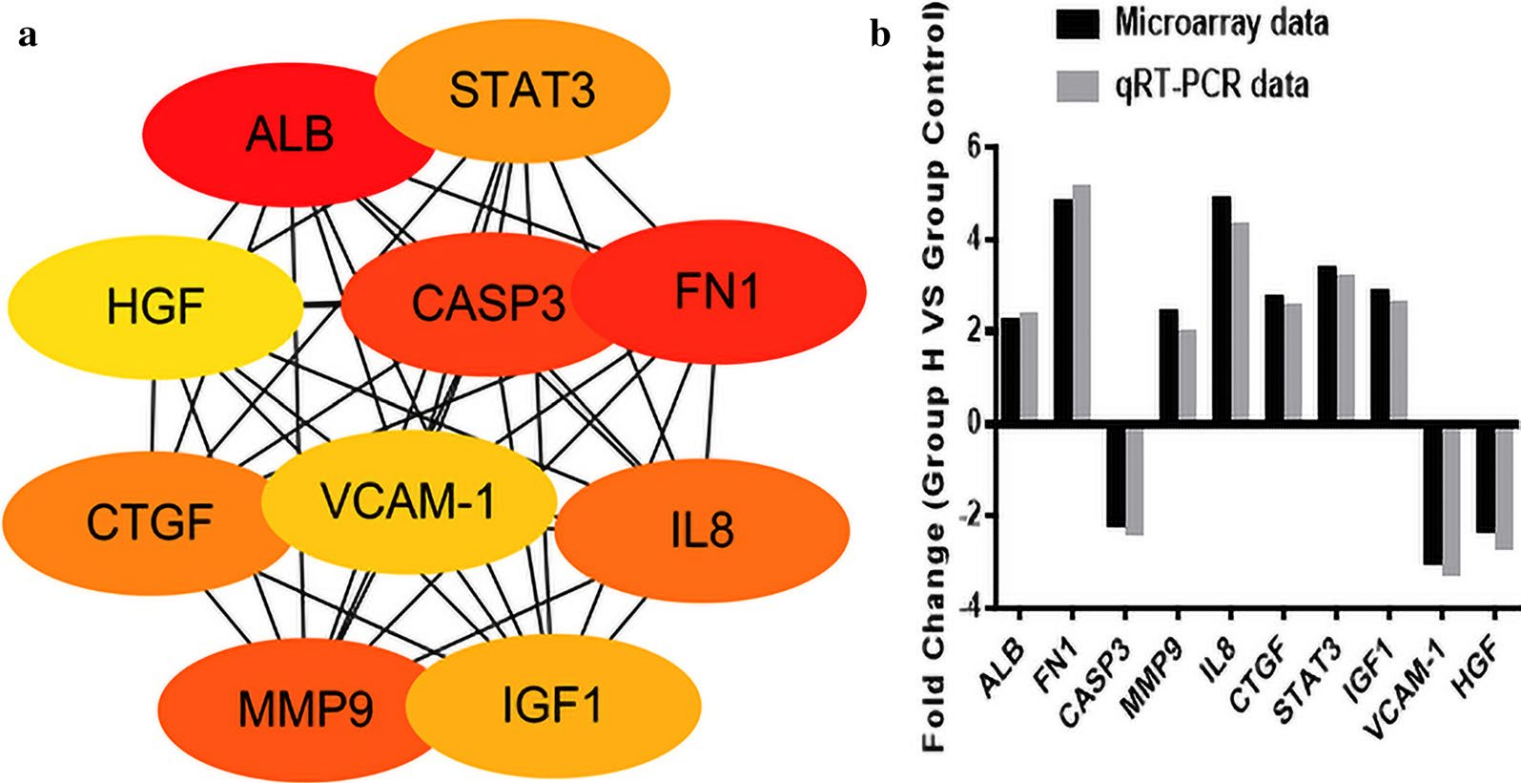
The validation of top 10 hub genes. **a** The more forward ranking is represented by a redder color. **b** The heights of the columns in the chart represent FCs. p < 0.05 was considered to indicate a statistically significant difference

## Discussion

The previous reports indicate that comparatively uncomplicated DM or syphilis, there are significant differences in clinical symptoms, treatment plans and treatment effects for Syphilis combined with DM (Comassi et al. 2016; Duarte et al. 2018). Additionally, research have identified that some DM patients can following or meanwhile infect syphilis and often involving kidney. The pathogenesis of syphilis combined with DM remain largely unknown. Analysis of the expression profiles of differential genes may provide new insights into our understanding of the etiology and pathophysiology of syphilis combined with diabetes. Since microarray analysis can simultaneously provide expression profiles of thousands of genes in the human genome, it is widely used to predict potential targets and provides a basis for understanding the molecular mechanisms of DM with syphilis. This study is the first to comprehensively identify the expression patterns of dysregulated genes in syphilis combined with DM and further our understanding differential genes which are associated with the pathogenesis of Syphilis combined with DM.

In this study, we identified 1045 DEGs using gene microarray analysis. Of these, 571 and 474 were found to be significantly up- and down-regulated in the syphilis combined with DM rabbits compared with the controls using bioinformatics analysis. KEGG pathway analysis indicated that several pathways with the highest enrichment scores are microRNAs in cancer, fatty acid degradation, peroxisome, proteoglycans in cancer and calcium signaling pathway. MicroRNAs are key regulators and core players in the regulation of gene expression during cell growth and development at the translational level (Paul et al. 2018). MicroRNAs are involved in the pathogenesis of diabetes and diabetes-related complications (kidney disease, cardiovascular disease, nerve damage, retinopathy) by affecting pancreatic β-cell function and/or insulin resistance (LaPierre and Stoffel 2017; Banerjee et al. 2017; Zhang et al. 2017).

A recent report demonstrated the up-regulation of miR-351 inhibits the PI3K/AKT pathway by reducing FLOT2 in gestational diabetic mice, thereby reducing insulin resistance and hepatic gluconeogenesis (Chen et al. 2019). PI3K activation triggers phosphorylation of PIP2 to PIP3, which phosphorylates AKT through several intermediate kinases to regulate insulin metabolism, resulting in increased glucose uptake and reduced gluconeogenesis. It has been proved that miR-145 (Wen et al. 2014), miR-126 (Ryu et al. 2011) and miR-96 (Jeong et al. 2013) cause impaired insulin signaling and insulin resistance by targeting Insulin Receptor Substrates 1 and miR-152 (Wang et al. 2016), miR-20a-5p (Fang et al. 2016) and miR-19a (Dou et al. 2015) regulates hepatic glycogen synthesis by targeting Phosphatase and Tensin Homolog. Several studies have observed microRNAs play crucial roles in the pathogenesis of syphilis and DM (Sekar et al. 2016; Lu et al. 2017; Singh et al. 2001). It is worth noting that it has recently been found that the sera of patients with syphilis have significantly different expression of multiple microRNAs compared to the serum of non-syphilitic patients (Lu et al. 2017). However, the mechanism of microRNA in the pathogenesis of syphilis needs further study.

We also constructed the PPI network with the DEGs to identify interactions, according the degree of importance, we chose 3 significant modules from the PPI network complex for further analysis using MCODE. A total of 66 nodes and 271 edges were included in three modules, which KEGG pathway enrichment analysis mainly consisted of pathways in cancer, Metabolic pathways,AGE-RAGE signaling pathway in diabetic complications,PI3K-Akt signaling pathway and MAPK signaling pathway. Interestingly, we found that AGE-RAGE signaling pathway appeared twice in the KEGG pathway analysis of the three modules, accounting for 9 hub genes. Advanced glycation end products (AGEs) are complex compounds produced by glycation and oxidation of reducing sugars with proteins or other compounds, primarily associated with inflammatory responses, kidney damage, and DM and its complications (Vlassara and Striker 2013; Bohlender et al. 2005). The receptors for advanced glycosylation end products (RAGE or AGER) are the main receptors of AGEs and are considered to be a pattern recognition receptor. As a signal transduction receptor, RAGE mediates the binding of AGEs and its ligands on the cell surface, triggering the activation of various intracellular signaling pathways involving NF-κB, NADPH oxidase, PI3K-AKT dependent pathway and MAPK, and plays an important role in inflammatory response, vascular calcification, cell proliferation and apoptosis (Frimat et al. 2017; Ramasamy et al. 2015; Davis et al. 2016). The results of these signal transductions were reported to be a possible mechanism for diabetic complications (Khangholi et al. 2016). Inevitably, some limitations should be acknowledged in this study. Firstly, limited to long-term culture of *Treponema pallidum* and lack of effective molecular biology in the syphilis rabbit model, hub genes had no further verifying the potential function and associated pathways to more accurately reflect the pathophysiology of syphilis combined with DM. Secondly, bioinformatical analysis tends to focus on DEGs, which omits some genes with insignificant differential expression but important biological significance, and ignore some valuable information such as the biological characteristics of genes, the relationship between gene regulatory networks and gene functions.

We identified 10 central genes, including FN1, CASP3, MMP9 and IL8. The extracellular matrix (ECM) component of the host is an ideal adhesion target for infection and colonization of many pathogenic bacteria. Fibronectin encoded by FN1 is an important ECM molecule involved in cell proliferation, adhesion and migration. Studies have shown that a variety of *T. pallidum* proteins can bind to fibronectin to mediate *T. pallidum*-host interactions including Tp0136, Tp0155 and Tp0483 (Brinkman et al. 2008; Cameron 2003; Cameron et al. 2004). MMP degrades ECM proteins, leading to tissue remodeling and helping cells migrate. In addition, MMP9 has been found to be involved in the pathogenesis of diabetes and diabetic complications, such as diabetic retinopathy (Mishra et al. 2016). CASP3 participates in the activation cascade of caspases and is responsible for the execution of apoptosis. Studies have found that the outer membrane protein Tp92 of *T. pallidum* causes THP-1 cell apoptosis through the RIPK1/caspase-8/caspase-3 pathway (Luo et al. 2018). In high glucose environment, caspase-3 induced glomerular cell apoptosis is related to mesangial cell damage (Mishra et al. 2005). CASP3 may be a potential target for the treatment of diabetic co-infection with syphilis, but the specific molecular mechanism of CASP3 in diabetic co-infection with syphilis needs to be further studied. The protein encoded by IL8 is a member of the CXC chemokine family and is a major mediator of the inflammatory response. Elevated IL8 levels are present in a variety of diabetic complications, including diabetic retinopathy and diabetes-tuberculosis (Aravindhan et al. 2018; Borilova Linhartova et al. 2018). Evidence suggests that T. pallidum infection induces IL-8 secretion in macrophages (Xu et al. 2019). In addition, the angiogenic response observed during secondary syphilis was induced by the syphilis antigen TpF1 by activating the IL-8 pathway (Pozzobon et al. 2016). Overall, IL8 plays an important role in syphilis and diabetes, but the mechanism of IL8 in diabetic co-infection with syphilis is currently unknown and needs to be studied.

Overall, this study reveals the expression patterns of DEGs in syphilis combined with DM rabbit models by bioinformatical analysis, which provides new insights into the underlying mechanisms of the coexistence of syphilis and diabetes, and thus could lead to new hypotheses about the comorbidities of syphilis combined with DM. The DEGs are involved in several specific hub genes and signaling pathways, which may become targets for therapeutic intervention.

## Supplementary information

**Additional file 1.** Sample information and sequencing data of syphilis combined with diabetes and controls.

**Additional file 2: Table S1.** Top 30 aberrantly expressed genes in microarray analysis.

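Table S1 lists for each of 30 probes the fold change between the groups, its direction, p and FDR. The fold gives the size of the change and a separate column its direction, so that a fold of a lower gene is also above 1. Fold and p of all 30 probes came out within 0.1 percent of the listed values when the authors' log2 values were compared between the groups with the methods' t-test, 2-sided with equal variances, without a filter. This pairing of values and test was chosen after the data were seen. The listed FDR of 29 probes was within 5 percent of the Benjamini-Hochberg value of the same test over the probes that pass the filter on dim probes. The FDR cell of GLDC repeats its fold change and is above 1, which an FDR cannot be.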

## Data Availability

Gene microarray data has been submitted to the GEO repository (GSE135053). The entries are scheduled to be released on 27 Jul 2021.The data used to support the findings of this study are available from the corresponding author or supplementary materials upon request. supplementary files:Sample information and sequencing data of syphilis combined with diabetes and controls.

# Supplementary material for: Identification of key genes and pathways in syphilis combined with diabetes: a bioinformatics study
**Source:** AMB Express. 2020 Apr 27;10:83. doi: 10.1186/s13568-020-01009-3
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. Top 30 aberrantly expressed genes in microarray analysis.

**Supplementary Table S1. Top 30 aberrantly expressed genes in microarray analysis**

| ProbeName | GeneSymbol | *P-*value | FDR | Fold change | Regulation | Chr |
| --- | --- | --- | --- | --- | --- | --- |
| A_04_P082938 | FGG | 0.000123239 | 0.002692143 | 115.7151619 | up | 15 |
| A_04_P043367 | ASIP | 0.00028106 | 0.003912828 | 51.9697183 | up | 4 |
| A_04_P002582 | SI | 4.19745E-05 | 0.001720302 | 50.151634 | up | 14 |
| A_04_P101952 | KLF5 | 6.97771E-05 | 0.002045876 | 39.5846338 | up | 8 |
| A_04_P004551 | MYH7 | 9.22965E-05 | 0.002356233 | 37.3135521 | up | 17 |
| A_04_P000322 | SLC14A2 | 0.00174211 | 0.010135642 | 35.447725 | up | 9 |
| A_04_P004512 | FGF5 | 2.30723E-05 | 0.001445988 | 34.0197209 | up | 15 |
| A_04_P063152 | MGA | 1.99571E-05 | 0.001392208 | 29.9255094 | up | 17 |
| A_04_P049747 | CHRNB1 | 0.001151648 | 0.007981332 | 29.6248046 | up | 19 |
| A_04_P082867 | CIT | 0.000513045 | 0.005192416 | 27.7232848 | up | 21 |
| A_04_P050673 | CCDC77 | 0.000256371 | 0.003715427 | 27.0858858 | up | 8 |
| A_04_P012756 | CYP2A11 | 0.000113609 | 0.00259189 | 26.2472093 | up | 1 |
| A_04_P012501 | PKD1 | 7.20206E-06 | 0.001068686 | 25.9254052 | up | X |
| A_04_P086994 | NAALAD2 | 6.08517E-08 | 0.000616732 | 24.9694493 | down | 1 |
| A_04_P000146 | SPP1 | 0.032664601 | 0.067797611 | 24.4565105 | up | 15 |
| A_04_P088597 | TIAM1 | 3.76692E-05 | 0.00166231 | 24.0085 | up | 14 |
| A_04_P001656 | DIO1 | 2.29717E-06 | 0.000784781 | 23.7122682 | down | 13 |
| A_04_P082374 | TMEM236 | 0.005826839 | 0.020960671 | 22.2915732 | down | 16 |
| A_04_P095022 | SLC44A5 | 2.14679E-05 | 0.001436037 | 21.7415828 | up | 13 |
| A_04_P094542 | SMEK2 | 1.06598E-05 | 0.001127366 | 20.8454185 | up | 2 |
| A_04_P091207 | PPP1R12B | 1.29515E-05 | 0.001211456 | 20.3158112 | up | 16 |
| A_04_P014367 | MMP1 | 0.016000104 | 0.040891247 | 19.7933898 | up | 1 |
| A_04_P070054 | SEPT6 | 0.000202286 | 0.00334639 | 18.7529319 | up | X |
| A_04_P002066 | CD4 | 0.001850618 | 0.010486013 | 18.7397249 | up | 8 |
| A_04_P083273 | GLDC | 0.000247169 | 18.5863619 | 18.5863619 | down | 1 |
| A_04_P004761 | FGA | 0.000672927 | 0.00596321 | 18.3568562 | up | 15 |
| A_04_P059268 | SLITRK2 | 0.000128554 | 0.002732994 | 17.4756902 | up | X |
| A_04_P072552 | ECT2 | 2.50589E-05 | 0.001500422 | 17.3150158 | down | 14 |
| A_04_P080352 | SEPT11 | 1.71152E-05 | 0.001334328 | 17.2977697 | up | 15 |
| A_04_P062762 | EPHA8 | 0.015463161 | 0.039911494 | 16.8660165 | up | 13 |

How the deposited data were processed for this re-analysis (not part of the article)

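Kidney RNA of 3 normal control rabbits (Group C) and 3 rabbits with syphilis combined with DM (Group H) was measured on 1-colour Agilent arrays, with 1 array for each rabbit and no pooling. The authors quantified the scanned images with Feature Extraction 11.0.1.1, and the intensities used are those it gives after subtraction of the background and spatial detrending, without normalization between arrays. The authors' own log2 values, nearly equal in their sorted values on the 6 arrays, were used as an alternative. No spot was saturated. Between 4 and 20 spots for each array were marked as non-uniform or as outliers and set to missing unless all spots of that probe were marked.

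Spots of a probe were averaged, log2 was taken and the 75th percentile of the array was subtracted. The percentile was used because the paper's text does not name the normalization. Among 50 probes with 5 spots each, the median SD within an array was 0.107 on the log2 scale. A probe was tested when it was well above background on at least 3 of the 6 arrays. Between 52.6% and 72.7% of probes were well above background on an array. Probes were named through a later annotation of rabbit RefSeq transcripts and through Table S1, which gave 3390 probes of the array 1 of 1284 symbols. Of 2914 probes on curated RefSeq transcripts 2846 were matched, and of 1475 probes on predicted ones 522.

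Groups were compared with limma 3.58.1 in R 4.3.3 without covariates, and a DEG was a gene with a fold change above 2 and an unadjusted, or Benjamini-Hochberg adjusted, p under 0.05. Of the genes that the text names, most are those of the paper's text, of Table S1 and of the AGE-RAGE pathway in Fig. 4c and f. The others are the 5 largest rises and 5 largest falls among genes with a symbol, an adjusted p under 0.05 and a probe well above background on all 6 arrays, module genes that go against their colour, and the largest change up or down of a list. The values of Table S1 and Fig. 5b had been seen when this rule was made. Genes outside it are named as chosen after their values were seen.

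Gene lists were written by hand, 30 in all, for pathways named in the paper and for parts of the kidney, and 20 had the 5 measured genes needed for a test with camera. For the fits with the methods' t-test and with the slide as a random block, the list test was made on the gene statistics of that fit (cameraPR). The flowchart names edgeR, which models counts and was not applied to intensities.

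The code was tested on simulated data with the same number of probes and arrays. Of 200 probes changed there 169 were recovered (84.5%), with 1 false call, and 10 of 10 shifted lists and 0 of 10 unshifted lists were called. Noise there was drawn independently for each probe, with no effect of slide or day, and lists were called at an unadjusted p. The simulation thus checks the code and does not show error rates for lists of correlated genes or under a slide effect.

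The main settings, the gene lists and most alternatives were chosen before the data were examined. These alternatives were quantile normalization, normexp background correction with an offset of 50, no filter and a filter on all 6 arrays, the authors' values, the methods' t-test, limma with an intensity trend and robust variances, the scan day as a block, the slide as a random block, the mean of the probes of a gene, each array left out in turn, a log2 fold change of at least 2, probes counted in place of genes, fry, and camera with an estimated correlation. The normexp correction used the median pixel intensity of each spot, whereas the mean had been named beforehand, because the mean was not among the columns used. A further 12 ways of counting, all with the authors' values and the methods' t-test, were chosen after the values were seen. The modules of Fig. 4 were tallied without a test, and the qRT-PCR data were not analysed.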

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

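Of the tests reported here, the count over other splits of the arrays was chosen beforehand, and the tests of the slide, dim probes, sampled tissue and liver RNA were chosen only after the results were seen. The fits with the scan day as a block and with quantile normalization were chosen beforehand, and their reading as tests of the scan day and the scaling only after the results were seen. For dim probes and liver RNA the criterion that reads the test was also set after its value was seen, and for liver RNA the test was replaced after other values had been tried.

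The genes below are not discussed in the paper and came out of the array data it does not report on singly. HORMAD2 had a log2 fold change of 5.25 (standard error 0.17, adjusted p = 3.54e-05 from limma), the largest rise in a gene outside Table S1 among genes with a symbol and a probe well above background on all 6 arrays. Its other probe was above background on no array. Of the falls, PTPRO had -3.89 (adjusted p = 8.90e-05), with -3.61 on another probe and at least 2.35-fold lower on the last, which was above background on no Group H array. SLC1A1 had -3.88 (adjusted p = 0.000416), and was 4.58-fold lower on its other probe. SLC5A10, with 1 probe, had -3.51 (adjusted p = 0.000139). SLC15A2 had -3.40 (adjusted p = 9.44e-05), with 5 probes between -3.40 and -2.86. SYPL2 had -3.31 (adjusted p = 0.000949), with 5 probes between -3.34 and -3.25. All 6 genes differed in the same direction between every Group H array and every control.

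The values argue against the scan day and the scaling as the source of these 6 changes. With the scan day as a block they had log2 fold changes of 5.51, -3.64, -3.72, -3.36, -3.40 and -3.02 in the order given, and after quantile normalization 5.47, -3.68, -3.74, -3.14, -2.98 and -3.04. Each of them stayed past the adjusted threshold under every alternative run. The slide stays open, since the Group H arrays fill 1 slide that holds no control. Pairs of arrays of 1 group on different slides had at most 10.5% of probes more than 1 apart on the log2 scale, against at least 25.2% between groups, but a change of the third slide alone cannot be told apart from the disease. Syphilis combined with DM, or either of them, is the biological difference that the design names, and it was not separated from the slide. Group H alone was given alloxan, so a direct effect of the drug was not separated from the disease either.

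The same holds for the whole set of DEGs. Of the 10 ways to split the 6 arrays into 3 and 3, 1 gave as many DEGs at an adjusted p under 0.05, the real split. The others gave 0 after adjustment by limma and 2 to 413 at an unadjusted p under 0.05. Chance cannot be excluded by this count, since 10 splits never give a share under 0.1. The scan day as the whole cause is argued against by arrays scanned on the same day. Between control 2 and the Group H arrays, 25.2% to 30.4% of probes differed by more than 1 on the log2 scale. Control 2 differed from the controls of the other day in at most 10.5%. This rests on 1 control, and these arrays lie on different slides. A trend of scaling with signal as the whole cause is argued against by the 73.3% of DEGs that kept their call and direction after quantile normalization. Dim probes as the whole cause are argued against by the genes with a probe well above background on all 6 arrays, of which 22.9% were DEGs, against 53.9% of the others. That filter removes genes that are silent in 1 group, and a split by mean signal alone gave 26.5% in the brightest genes against 43.4% in the dimmest.

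The list of proximal tubule genes, which the paper does not examine, had a median log2 fold change of -1.60 over 18 measured genes, 15 of them lower in Group H (adjusted p = 0.000392 from camera). The adjusted p was between 4.85e-05 and 0.286 over the alternatives, with the highest value from an estimated correlation. With the scan day as a block the median was -1.62 (adjusted p = 0.00157). Of the 18 genes 6 are also in another list and 1 is named in the paper. A candidate explanation is a tissue piece with more inner medulla and less cortex in Group H. The list of inner medulla genes had a median of 0.90 over 9 genes, 7 of them higher, but did not pass as a set (adjusted p = 0.154). SLC14A2 rose by 4.78 in it and PTGDS fell by 2.13. Of the other lists from the cortex, that of the distal convoluted and connecting tubule had a median of -0.66 (adjusted p = 0.458), and that of the glomerulus -1.17 over 3 genes, too few to test, with PTPRO at -3.89. The falls of these lists go with less cortex. The collecting duct list had a median of -0.48 over 7 genes (adjusted p = 0.184), with RHCG at -2.62. It is not divided into cortex and medulla, so it does not decide for or against more medulla. Whether the tissue sampled or a loss of proximal tubule transcripts is behind the fall cannot be told apart with these lists. Such a loss could come with the disease or with the alloxan that Group H alone was given.

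The list of proteins secreted by the liver had a median log2 fold change of 1.47 over 14 measured genes, 10 of them higher (adjusted p = 0.0433 from camera), and 1.12 with 2 genes above background in no array of a group set at their lower bounds. Its adjusted p was between 0.000152 and 0.286 over the alternatives. FGG rose by 6.88. Of the 14 genes 4 are also in another list and 6 are named in the paper or drawn in its modules. Liver RNA in the Group H samples stays open as a candidate explanation. Of the 12 genes other than fibrinogen, 8 were higher in Group H, each past an adjusted p of 0.05, and 4 were lower without passing it. ALB rose by 1.76, far less than FGG, but with 1 of 3 controls well above background the size of its rise decides little. Expression of these genes in the kidney itself would give the same rises and cannot be told apart from liver RNA with this list.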

How the results depend on the processing

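The fits with the authors' values and the methods' t-test together, 12 ways of counting DEGs, were chosen only after the results were seen, and every other alternative was chosen beforehand. Replicates 1 to 3 are the controls and 4 to 6 the Group H arrays. No paired analysis was possible because the groups share no replicate numbers. Unless a cause is named, the cause was not tested.

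At an adjusted p under 0.05, 5222 genes were DEGs, and the count stayed within 1.5 times of this with quantile normalization (4488), no filter (6371), the authors' values (4490), the methods' t-test (4298), a trend and robust variances (5211), the scan day as a block (3729), the slide as a random block (4559), the mean of the probes of a gene (5220) and each array left out (4510 without replicate 1 to 5999 without replicate 2). Of the 5222 genes, the same genes in the same direction made up 73.3% with quantile normalization, 82.3% with the methods' t-test, 86.9% with the slide and 63.5% with the scan day, under which 2209 genes were higher against 3533. Normexp gave 2122 (1112 higher and 1010 lower), and 2128 unadjusted (1116 and 1012), with an offset that shrinks the folds of dim probes by construction. The filter on all 6 arrays gave 2680 (1227 higher) and 2694 unadjusted (1234 higher), and turned the share of higher genes from 67.7% to 45.8%. This filter tests fewer genes, 11580 in place of 16310, and leaves out genes silent in a group. A log2 fold change of at least 2 gave 1649 (1306 and 343), and 1656 unadjusted (1312 and 344), by its construction fewer. Probes in place of genes gave 9070 (5523 and 3547), and 9349 unadjusted (5756 and 3593), since a gene has several probes.

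Of the 12 later ways of counting, at an unadjusted p probes gave 8791 without the filter and 7455 with it, genes with a symbol 394, and Ensembl and RefSeq transcripts 2914. With a log2 fold change of at least 2, probes gave 2118, transcripts 811, transcripts without the filter 855, probes of these transcripts 1252, and these without the filter 1313. At an adjusted p without the filter, probes above a log2 fold change of 1, 2 and 4 gave 7065, 2050 and 232.

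The arrays clustered by group with quantile normalization, normexp, no filter, the filter on all 6 arrays and the authors' values, for which alone the clustering was run again. The gap between the lowest r within and the highest r between groups was 0.0479 and fell to 0.0333 with normexp and 0.0287 without the filter. All 30 probes of Table S1 kept their direction at an unadjusted p under 0.05 under every alternative that tests them, and the filter on all 6 arrays left 7, of which 7 did. The tally of module genes was 33 to 36 of 36 to 38, and 25 of 27 with the filter on all 6 arrays.

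Of 44 values of named genes, 36 kept their direction and their side of an adjusted p of 0.05 under every alternative run. IL1B turned to 0.14 with normexp and passed the threshold with the filter on all 6 arrays (-0.88, adjusted p = 0.00759). SPP1 lost it with the methods' t-test (0.0836), the slide as a random block (0.0529) and without replicates 2, 4 and 5 (0.0509, 0.0584 and 0.0654). MMP9 lost it with the methods' t-test (0.0577), the scan day (0.191), the slide (0.0569) and without replicates 1, 3, 5 and 6 (0.0558, 0.0551, 0.0535 and 0.0532). Among the others, ALB, TMEM236 and MMP1 lost it with the scan day and EDN1 in 11 settings.

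Of the 4 lists with an adjusted p under 0.05, that of the proximal tubule kept it except with an estimated correlation, where all 4 were at 0.286. The liver list lost it with quantile normalization (0.0571), the authors' values (0.0552), the methods' t-test (0.0581) and the filter on all 6 arrays (0.191), and ranged from 0.0244 without replicate 6 to 0.0754 without replicate 2. Arachidonic acid metabolism lost it with quantile normalization (0.0758), the authors' values (0.0831), the methods' t-test (0.0583), a trend and robust variances (0.0510), the scan day (0.0812) and the filter on all 6 arrays (0.106), and ranged from 0.0322 without replicate 6 to 0.0754 without replicate 2. PI3K-Akt signaling lost it with quantile normalization (0.148), the authors' values (0.148), normexp (0.0657), no filter (0.0911), the filter on all 6 arrays (0.369), the methods' t-test (0.0696), a trend and robust variances (0.0663) and the mean of the probes (0.0584), and ranged from 0.0244 without replicate 6 to 0.0754 without replicate 2. Without replicate 2 or 4, only the proximal tubule list was called.

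Other lists passed the threshold in some settings. Under fry, which tests each list on its own and not against other genes, 15 of 20 did, with carbon metabolism at 0.000324, protein digestion and absorption 0.000584, retinol metabolism 0.000317, peroxisome 0.000166, chemical carcinogenesis 0.00133, focal adhesion 0.00137, actin cytoskeleton 0.00333, collecting duct 0.00337, inner medulla 0.0202, muscle 0.00133 and tubular injury 0.0248. Carbon metabolism also passed with normexp (0.0445), no filter (0.0348) and without replicate 6 (0.0499, up to 0.0754 without replicate 2), and protein digestion with no filter (0.0348). The muscle list ranged from 0.0244 without replicate 6 to 0.223 without replicate 4.

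Lists with no call changed direction, with these adjusted p. AGE-RAGE turned up with normexp (0.843), no filter (0.978), the methods' t-test (0.949), the scan day (0.982), the slide (0.943), the mean of the probes (0.663) and fry (0.299), and ranged from 0.839 without replicate 6 to 0.977 without replicate 1, turning without replicate 6 and without replicate 2 (0.953). Calcium signaling turned down with quantile normalization (0.858), no filter (0.859), the authors' values (0.865) and the mean of the probes (0.823), and was 0.779 to 0.985 with each array left out, turning without replicate 2 (0.953). Complement and coagulation turned down with quantile normalization (0.873), the authors' values (0.870) and the filter on all 6 arrays (0.711). The actin list turned down with normexp (0.895), the filter on all 6 arrays (0.617), the methods' t-test (0.949) and the mean of the probes (0.663), and was 0.845 to 0.959 with each array left out, turning without replicate 2 (0.877). Extracellular matrix was 0.218 without replicate 6 and turned down without replicate 4 (0.985).

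Signal over background limits the folds. Of the 29597 probes tested 21988 were well above background on all 6 arrays, and 1117 had a fold that is only a lower bound.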

Differences from the paper's values

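The later countings below, with the authors' values and the methods' t-test, were chosen after the values were seen, and no test of a cause is reported in this part.

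At the paper's thresholds, 5405 genes were DEGs, against the paper's 1045, with 3688 higher against the paper's 571 and 1717 lower against the paper's 474. None of the alternatives set before the data were examined brought the total or the higher count within 1.5 times the paper's. The totals ran from 1656 with a log2 fold change of at least 2 to 9349 with probes counted. For the lower count, 344 genes with a log2 fold change of at least 2 came within 1.5 times, and no other of these alternatives did. Of 12 ways of counting chosen after seeing the values, 4 came within 1.5 times the paper's total, all with the authors' values, the methods' t-test, a log2 fold change of at least 2 and only Ensembl and RefSeq transcripts. They gave 811 transcripts (562 higher and 251 lower), 855 without the filter (565 and 292), 1252 probes of these transcripts (816 and 436), and 1313 without the filter (822 and 491). A transcript with probes past the threshold in both directions counts as higher and as lower but once in the total. For the higher count all 4 were within 1.5 times the paper's, and for the lower count the last 2 were. Each of the 4 leaves out 1 of the 30 probes of Table S1 and 5 of the 6 measured hub genes, which the paper lists as changed. None of the 12 gave the paper's number.

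ECT2 was 11.4-fold lower in Group H, against 17.3-fold in the paper's Table S1. Only 1 of the 3 Group H arrays was well above background for this probe, so that the fold found here rests in Group H mostly on signals near background. Among the alternatives set before the data were examined, the fold was within 1.5 times the paper's value or within the replicate SD with quantile normalization (15.8), the authors' values (17.3), without replicate 2 (12.0) and without replicate 4 (12.5). It was not with normexp (2.24), no filter (11.4), the methods' t-test (11.4), limma with a trend and robust variances (11.4), the scan day as a block (10.1), the slide as a random block (11.2), and without replicates 1, 3, 5 and 6 (11.2, 10.8, 10.7 and 10.9). The filter on all 6 arrays leaves this probe out. The other 29 probes of Table S1 were not apart by both more than the replicate SD and 1.5 times, 9 of them as lower bounds. By the replicate SD alone on the log2 scale, TIAM1 also lay apart among the probes whose fold is not a bound, at 27.8-fold against the paper's 24.0-fold.

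Fig. 5b draws a fold change of the microarray for each hub gene, with a negative sign for lower genes. ALB was 3.38-fold higher here and about 2.3-fold in the paper's Fig. 5b, read by eye, a difference beyond the replicate SD. It was within the SD with quantile normalization (2.20), the authors' values (2.21), the scan day as a block (2.38) and without replicates 1, 3, 4 and 5 (2.93, 3.27, 2.85 and 3.37). It was beyond the SD with normexp (1.57), no filter (3.38), the methods' t-test (3.38), limma with a trend and robust variances (3.38), the mean of the probes (3.38), the slide as a random block (3.28), and without replicates 2 and 6 (4.04 and 4.02). MMP9 was 1.81-fold higher here and about 2.5-fold in the paper's Fig. 5b, read by eye. It was within the SD with quantile normalization (2.46) and the authors' values (2.43), both also above a fold of 2, and beyond it with every other alternative set before the data were examined, between 1.39 with the scan day as a block and 2.06 without replicate 2. IL8, IGF1 and VCAM-1 were within the SD of the drawn values.

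The paper draws ET-1 (EDN1) in Module 1 and ACTB in Module 2 as higher in syphilis combined with DM. Their log2 fold changes here were -0.56 and -0.57, while 34 of the 36 measured module genes followed the colour drawn. The paper draws HGF as lower and lists it among the hub genes, whereas here none of its 3 probes was well above background on enough arrays to be tested. The FDR that Table S1 gives for GLDC equals the fold change given for it and is above 1.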

Other observations

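The comparison of probes of the same gene was chosen beforehand, and the tests of the first slide were chosen only after the result was seen.

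Part of the difference between the groups follows the first slide. Across the 29597 probes, the difference of control 2 from control 1 was correlated with the difference of Group H from control 3, which share no array (r = 0.493), and the other pairing gave 0.470. Probes are not independent replicates, so no p is given. A correlation near 0 was the other possible outcome. Arrays of the first slide and day may therefore differ from the other 4 in a way that adds to the difference between the groups. Which of slide, day, labelling and animal is behind it was not separated, as controls 1 and 3 share both slide and day.

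Most DEGs were higher in Group H and dim genes held more of them. A candidate explanation is a higher background on the first slide, where the negative control spots were at 75 and 87 against 34 to 43 on the other arrays. In the dimmest genes the median rise of Group H was 0.31 over control 2 and 0.98 over controls 1 and 3. A difference between the control animals was not tested and stays open. The 3 other splits that keep controls 1 and 3 together gave the highest counts of DEGs at an unadjusted p under 0.05 after the real split, 413, 215 and 156, and 0 after adjustment.

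Probes of the same gene often gave different log2 fold changes. Of 3117 pairs of probes that were both well above background on all 6 arrays, 188 (6.03%) differed by more than 1, against 168 of 775 (21.7%) when at least 1 was not. Signals near background may thus account for part of the disagreement. Probes on different transcripts of a gene were not tested apart.

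Lists that belong to no statement of the paper gave the following camera results. The list of skeletal and cardiac muscle genes had a median of 0.81 over 7 genes (adjusted p = 0.120), collecting duct genes -0.48 over 7 (adjusted p = 0.184), tubular injury genes 0.71 over 9 (adjusted p = 0.193), and complement and coagulation genes 0.19 over 16 (adjusted p = 0.623). Extracellular matrix genes had a median of -0.01 and a mean of 0.15 over 9 genes, with the direction up (adjusted p = 0.644). Of the 20 lists 7 had an unadjusted p under 0.05 and 4 an adjusted one. Too few genes were measured for 10 lists, which were not tested. Of these, the erythroid list had HBA at -2.09 and HBB2 at -2.31, glomerulus genes a median of -1.17 over 3, leukocyte genes 1.41 over 4, thick ascending limb genes -0.03 over 4, fatty acid degradation -0.19 over 3, and valine, leucine and isoleucine degradation 0.24 over 2. The cell division list had only ECT2 and the urothelium list only KLF5 measured. No gene of the interferon response or of the check of the animals' sex had a tested probe with a symbol. FLOT2, IRS1, AGER, RIPK1 and CASP8, which the paper discusses, had no probe with their symbol.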
